A study of Mus musculus with 2 samples. Its data were reported in "An inducible circular RNA circKcnt2 inhibits ILC3 activation to facilitate colitis resolution" (2020).

How the data were processed

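Gene expression was profiled in ILC3s sorted from WT and circKcnt2-deficient mice treated with dextran sodium sulfate, with 1 array per genotype. Groups were taken from the genotype given for each sample. Total RNA was extracted with Trizol, converted to biotin-labelled cDNA and hybridized to an Affymetrix mouse array. The submitters' notes name a Mouse Gene 2.0 protocol, whereas the probe set identifiers of the table are those of another Affymetrix mouse design, so the array model is not settled here. Per the submitters' processing notes, Affymetrix Power Tools and RMA (background correction, quantile normalization and median polish summary) were used, with versions not given in the sources used here.

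The deposited values are log2 levels per probe set made by the authors with RMA. The table held 29129 probe sets, of which 22206 were transcript clusters and 6923 were control or other probe sets. The median of all probe sets was 3.27 on the WT array and 3.22 on the circKcnt2-deficient array, and the sorted columns differed by at most 0.28, so the scale was log2 and the arrays had been brought to nearly the same distribution. RMA of this kind assumes that most genes do not differ, and can hide a shift of all genes. Scanner files were not used here. Whether the arrays were normalized alone or with others is not given in the sources used here.

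Probe sets were named through the platform annotation, in which 19572 had 1 gene symbol, 0 had several and 2634 transcript clusters had none. All symbols were checked against RefSeq names of assembly GRCm38.p6, which was used for names and synonyms, and no coordinates are given because no build is named for the table. Values of several probe sets of a gene were averaged (55 of 19505 genes). Signal over background takes the place of depth on arrays. Background was set at the 95th percentile, over 1410 olfactory and vomeronasal receptor genes, of the higher of their 2 values, which gave 2.73, and a gene was kept if it reached this level on at least 1 array. Control probes matched for GC content ran from 0.74 to 5.91, so a single level may be too low for probes of high GC content. Where a gene was below background on 1 array, the fold against the background level is given as a bound ("at least"), and where it was below on both, no fold is given. Ranks, counts and list medians used the measured values.

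With 1 array per group no test across samples was possible, and no p-value is given. Genes with a difference of at least 2-fold were counted. The spread of differences was described among genes of like level in 20 bins of mean level, with a robust SD between 0.20 and 0.44. For each of 35 gene lists, members at least 1.5-fold higher or lower were counted among those above background. The median difference was placed among 10000 random lists of the same size matched on mean level in 20 bins, drawn with replacement. A list below percentile 2.5 or above 97.5 was called. This describes these 2 arrays and is not a test of genotype. The lists covered transcription factors named by the study, pathways, markers of other cell types and technical genes. Transcription factors were taken by symbol patterns (1160 named). The patterns also listed some genes outright, among them Mid1, Blzf1, Ankra2 and Tcf19 of the study's factors. Lists, patterns, comparisons and alternatives were fixed before the data were examined.

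Named genes were fixed by rule. The rule took Kcnt2, Batf, Batf2, Batf3, Il17a, Il17f, Il22, Ifng, Csf2, Il23r and Mbd3, the 15 highest and 15 lowest differences without predicted genes, small RNAs, receptor genes, pseudogenes and antigen receptor segments, the 10 highest and 5 lowest transcription factors, and up to 4 members of each list with the largest absolute difference. Some genes of the rule, among them members of the cell type lists for which the median alone is given, are not reported here.

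Alternatives were no background floor, a stricter floor (mean level at or above the median of all named genes), a loess correction of the difference on mean level (span 0.3), quantile normalization of both columns, subtraction of the median difference, the probe set with the highest mean, addition of 32 before the logarithm, thresholds of 1.5-fold and 3-fold, 5 level bins and the mean of a list. A floor at the highest GC-matched control, values raised to the background level and lists without Batf, Il17a and Il17f were added after seeing the data. The procedure was tested on simulated data for the circKcnt2-deficient and WT comparison, on 12502 genes with 200 changed. It called 97.0% of genes changed by a log2 difference of 1.5, all of those changed by 3.0 and 0.691% of unchanged genes. Of simulated unchanged lists of 20 genes, 5.0% lay outside the middle 95%, and 95.0% of lists shifted by 0.3 lay above percentile 97.5. Simulated differences were normal and drawn independently for each gene, with the robust SD of genes of like level. These rates therefore do not hold for lists whose members vary together between samples. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.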

Results

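Gene expression was measured on 2 Affymetrix arrays, 1 labelled as WT and 1 as circKcnt2-deficient group 3 innate lymphoid cells (ILC3s). ILC3s are lymphocytes without rearranged antigen receptors that respond to cytokines at mucosal surfaces and are known producers of IL-17 and IL-22. Per the labels, the cells had been sorted as lineage-negative, CD90-high and CD45-low cells from mice given dextran sodium sulfate, a chemical that injures the gut epithelium and induces colitis. circKcnt2 is a circular RNA formed from exons of the Kcnt2 transcript. There were no replicate arrays, so no difference below has a replicate check, and the number of arrays limits the precision of every value. T lineage genes were far above background on both arrays, so the arrays do not settle that the cells were ILC3s, and every difference is between the arrays as labelled. All levels are log2 values, and differences are given as circKcnt2-deficient minus WT. Of 19505 named genes, 12502 (64.1%) lay above the background level of 2.73 on at least 1 array. The median of these genes was 4.67 on the WT array and 4.78 on the circKcnt2-deficient array. Across these genes, which are not independent replicates, Pearson's r between the arrays was 0.970.

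The first question was whether the host gene of the circular RNA differed. Kcnt2, which encodes a sodium-activated potassium channel (probe set TC0100001308.mm.2), was at 1.45 on both arrays, below background. The deletion was placed in intronic sequence needed for circularization. Whether the probes lie in exons that the circular RNA shares with the linear transcript was not examined. With its signal below background on both arrays, Kcnt2 gave no check of the genotype labels.

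The next question was which genes differed between the arrays labelled circKcnt2-deficient and WT. Il17f, Il17a and Batf stood apart from all other genes. Il17f (probe set TC0100002032.mm.2) was at 3.90 on the WT array and 11.21 on the circKcnt2-deficient array, a 159-fold difference. Il17a (probe set TC0100000127.mm.2), which encodes the cytokine IL-17A, was at 4.38 and 11.48, a 137-fold difference. Batf (probe set TC1200000838.mm.2), an AP-1 family transcription factor required for differentiation of IL-17-producing T helper cells, was at 5.71 and 10.73, a 32.3-fold difference. Each of these 3 genes was measured by a single probe set. On the circKcnt2-deficient array Il17a had the highest level of all 19505 named genes, above Actb (11.30), and Il17f ranked 4 and Batf 19. Levels of different genes also depend on their probes. The next highest measured difference was that of Osbpl1a, an oxysterol-binding protein gene below background on the WT array and at least 1.76-fold higher. For genes of like level to Batf and Il17a, the middle 95% of differences ran from -0.22 to 0.58.

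In all, 139 genes were at least 2-fold higher and 64 at least 2-fold lower on the circKcnt2-deficient array, and 98.4% of genes above background differed by less than 2-fold. The higher genes made up 68.5% of those past 2-fold. With the median difference of above-background genes subtracted the split was 104 higher and 87 lower (54.5% higher), whereas it was 101 and 21 (82.8%) with the stricter floor, 117 and 33 (78.0%) with values raised to background and 22 and 6 (78.6%) with the floor at the highest GC-matched control. After adding 32 before the logarithm 3 and 2 were left. The 2-fold higher genes included 2 predicted genes or clones and 1 olfactory or vomeronasal receptor, and the 2-fold lower genes 4 predicted genes or clones. After Osbpl1a, the highest measured differences among the remaining genes were those of Gins1, a DNA replication factor, Eps8l1, Fam185a, Map3k20, Ric1 (1.58), Troap (1.57), Ccl22 (1.56), Galc, Lcn2, Thyn1 (1.52) and Cip2a (1.51). Of these, 6 were below background on the WT array, where only a bound holds. Gins1 was at least 2.96-fold higher, Fam185a at least 2.17-fold, and Lcn2, which encodes the siderophore-binding protein lipocalin 2, at least 1.85-fold. Map3k20, Galc and Eps8l1 were at least 1.57-fold, 1.44-fold and 1.44-fold higher. Ccl22, a chemokine made by dendritic cells and others, was above background on both arrays (3.89 and 5.45), as were Thyn1 (4.46 and 5.98), Cip2a (4.23 and 5.74), Troap (3.21 and 4.78) and Ric1 (3.01 and 4.58).

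The lowest differences were those of 3 Y-linked genes. Uty was at 5.26 on the WT array and 1.24 on the circKcnt2-deficient array, Kdm5d at 4.63 and 1.52, and Eif2s3y at 5.14 and 2.45. All 3 were above background on the WT array and below it on the circKcnt2-deficient array, so that Uty was at least 5.76-fold, Eif2s3y at least 5.30-fold and Kdm5d at least 3.74-fold lower. The 2 samples thus differed in these Y-linked transcripts as well as in genotype. Sry, another Y-linked gene, was at 3.44 and 3.39, so a level slightly above background need not reflect expression. Jchain, the joining chain of secreted antibodies, was at 6.72 and 4.30, a 5.34-fold difference. The immediate early genes Fos (6.29 and 4.97) and Jun (6.77 and 5.48) were lower, as were Klra9 (6.45 and 5.17), an NK cell receptor gene, Htr1a (4.14 and 2.76), Pkd1l3 (4.40 and 3.09) and Fam241b (4.92 and 3.63). Cttnbp2, Rab20, Ndufa4l2, DXBay18 and Anxa1 were below background on the circKcnt2-deficient array and at least 2.24-fold, 2.19-fold, 1.92-fold, 1.58-fold and 1.43-fold lower.

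**Figure D1:**
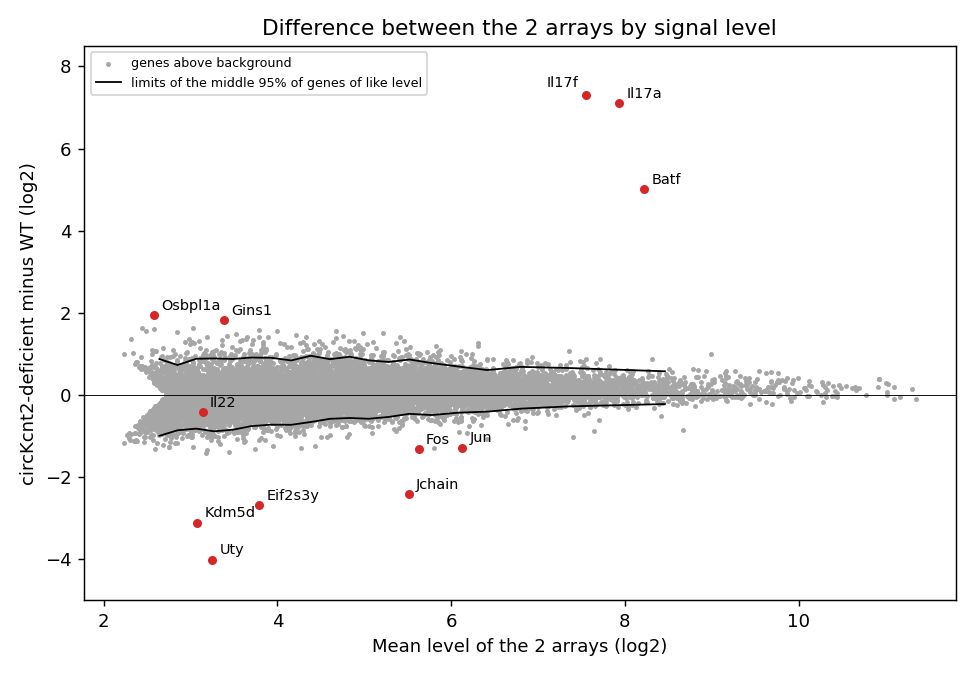
Difference between the circKcnt2-deficient and the WT array (log2) against the mean level of both arrays (log2), with 1 grey point per gene above background, lines at the limits of the middle 95% of genes of like level, and selected genes in red. Il17f (7.31), Il17a (7.10) and Batf (5.01) lie far above all other genes, and Uty (5.26 and 1.24, the latter below background) lies lowest.

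The study ranked transcription factors on this comparison. Of 892 transcription factors above background, 443 were higher and 449 lower on the circKcnt2-deficient array, with a median difference of -0.01. Batf ranked 1, with a gap of 3.53 to the next factor. The next 9 were Zfp790 (1.48), Zfp930 (1.44), Mid1 (1.42), Zfp189, Blzf1 (1.29), Zfp563, Zfp715 (1.17), Zfp953 (1.15) and Zkscan8, most of them zinc finger proteins. Zfp189, Zfp563 and Zkscan8 were below background on the WT array and at least 1.91-fold, 1.80-fold and 1.30-fold higher. The 5 lowest were Fos (-1.32), Jun (-1.29), Hoxb3 (-1.09), Junb (-1.07) and Etv4 (-1.03). All 10 factors that the study took as its top 10 upregulated ones were higher, 9 of them by at least 1.5-fold. Their median difference of 1.05 lay above all 10000 random lists matched on level. The study chose these 10 on the same arrays, so they are not independent evidence of direction. Of these 10, 4 were among the 10 highest factors here and 8 among the 20 highest. Mid1, Blzf1 and Ankra2 match no family pattern and were ranked only because the patterns list them outright. This overlap is therefore partly built in. E2f3 ranked 104, because its 2 probe sets disagreed (0.98 and -0.08) and were averaged. Of the relatives of Batf, Batf2 was at 4.19 on the WT array and 3.78 on the circKcnt2-deficient array, and Batf3 was below background on both (2.58 and 2.62).

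The effector genes and the identity genes of ILC3s were compared next. Of 12 type 3 effector cytokine genes above background, 3 were at least 1.5-fold higher (Il17f, Il17a and Tnf) and none was 1.5-fold lower. Tnf was at 3.76 and 4.67. Il22, which encodes a cytokine that acts on epithelium, was at 3.35 on the WT array and 2.93 on the circKcnt2-deficient array, and Ifng was at 2.92 and 2.71. Csf2 was below background on both arrays (2.12 and 1.93). The list's median difference was -0.14 (percentile 9.74), whereas its mean was 1.14 (above all 10000 random lists), because of Il17a and Il17f. Without Batf, Il17a and Il17f, a choice made after seeing the data, the median was -0.17 (percentile 13.7). Of 21 ILC3 identity genes above background, none was at least 1.5-fold higher and 1 was lower, Il18r1 (3.56 and 2.85). Ahr, a ligand-activated transcription factor, was at 4.40 and 3.92. Il2ra and Cxcr5, each below background on 1 array, were at least 1.26-fold higher and at least 1.05-fold lower. The median of this list was -0.13 (percentile 2.02), and the call ended without a background floor (percentile 3.93) and with 5 level bins (percentile 2.61). The receptor gene Il23r was below background on both arrays (1.91 and 2.16).

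Of 16 genes of a Th17-type transcriptional programme, 3 were at least 1.5-fold higher (Batf, Il17a and Il17f) and 2 lower, Fosl2 (4.07 and 3.21) and Bhlhe40 (5.92 and 5.29). Its median was -0.21 (percentile 0.12), but its mean was 0.96 (above all 10000 random lists), and the call on the median ended without a background floor (percentile 3.61). Among 17 AP-1 and BATF family genes, 2 were at least 1.5-fold higher and 6 lower, with Batf at the top and Fos, Jun and Junb at the bottom. The median was -0.40, below all 10000 random lists, and with the mean (-0.05) the list lay at percentile 8.20. Immediate early and dissociation genes, whose fixed list shares Fos, Fosb, Jun, Junb, Jund and Atf3 with this list, moved with it. Of 30 such genes, 8 were at least 1.5-fold lower and none was higher, and the median was -0.23, also below all 10000 random lists. Fosb was at 5.10 and 4.12. Receptor signalling genes for IL-23, IL-1 and IL-6 had a median of 0.07 (percentile 45.9), with Tyk2 at 5.56 and 6.29, Stat4 at 4.43 and 4.83 and Socs1 at 6.49 and 6.15. Mbd3, a subunit of the NuRD chromatin remodelling complex, was at 5.33 and 5.59. The 13 genes of that complex had a median of 0.10 (percentile 26.8), and none differed by 1.5-fold. The largest differences among them were those of Cdk2ap1 (0.56), Mbd3 (0.26), Mta1 (0.24) and Rbbp4 (0.21).

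Cell cycle genes were higher together. Of 50 above background, 28 were at least 1.5-fold higher and none lower, with a median difference of 0.65, above all 10000 random lists. Gins1, Cdca3 (5.67 and 6.94), the replication clamp loader subunit Rfc4 (difference 1.27) and the spindle checkpoint kinase Bub1b (5.23 and 6.42) had the largest differences. Genes of oxidative phosphorylation had a median of 0.36 (percentile 99.99), with 6 of 37 at least 1.5-fold higher, such as Atp5o (6.45 and 7.30), Ndufs1 (4.54 and 5.30), Uqcrb (7.18 and 7.88) and Uqcrc1 (5.75 and 6.44). Broadly used reference genes (median 0.32) and cytosolic ribosomal protein genes (0.23) were higher as well. Cholesterol and lipid synthesis genes had a median of 0.26 at percentile 97.51, next to the threshold, with 4 of 19 at least 1.5-fold higher (Idi1, Nsdhl, Hmgcs1 and Stard4). This call ended under 8 of the 9 other settings tried. In the other direction, unfolded protein response genes had a median of -0.04 (percentile 1.20), with 1 of 22 at least 1.5-fold lower, Sesn2 (4.16 and 3.51). Eif2ak3 (-0.43), Creld2 (-0.42) and Dnajb9 (-0.36) followed. Inhibitory receptors and regulatory genes had a median of -0.06 (percentile 1.39), with Dusp5 (8.09 and 7.20), the phosphatase gene Dusp1 (9.10 and 8.23) and Entpd1 (5.48 and 4.70) lower and Id3 (5.12 and 5.81) higher. The call ended after a loess correction (percentile 5.03) and quantile normalization (percentile 4.25). MHC class II genes had a median of -0.19 (percentile 2.11). In that list, H2-Ab1 was at 6.54 and 5.63, H2-Eb1 at 5.65 and 5.08 and H2-DMb1 at 5.51 and 5.05, while H2-DMa was at 3.44 and 4.08, and the call ended under 5 of the 9 other settings tried (percentiles 3.41 to 8.25).

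The other pathway lists lay within the middle 95% of random lists. NF-kappaB targets had a median of 0.11 (percentile 49.7), with Traf1 (0.93) and Ikbke (0.79) the highest and Bcl2a1d and Bcl2a1a at 0.46 and 0.38. Apoptosis and survival genes had a median of 0.23 (percentile 96.1), with Bid at 0.62, Bmf at 0.56, Diablo at 0.55 and Apaf1 at 0.51. The type I interferon response had a median of 0.22 (percentile 96.3), and passed the threshold under 3 other settings, the loess correction (percentile 98.0), quantile normalization (98.3) and addition of 32 before the logarithm (98.6). Of its members, Rtp4 was at least 1.92-fold higher and Rsad2 at least 1.17-fold lower, each below background on 1 array, and Ifit3 (0.50) and Usp18 (0.46) were above background on both. Glycolysis and hypoxia genes had a median of 0.17 (percentile 80.2), with Tpi1 at 0.82, Ero1a at 0.60, Pfkl at -0.55 and Car9 at least 1.35-fold lower. Chemokine receptors and homing genes had a median of 0.00 (percentile 14.7), with Ccr8 at 0.60, Itga4 at 0.57 and Ccr2 at 0.53. The circadian clock list had a median of -0.10 (percentile 11.6), with Clock at 0.93, Bhlhe40 at -0.62, Nfil3 at -0.45 and Cry2 at 0.38. In all, 35 lists were computed, of which 6 lay above and 7 below the middle 95%. The study transcription factors, 1 of the 6, had been chosen on these arrays, and some lists share members, so the lists called are not independent of each other.

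**Figure D2:**
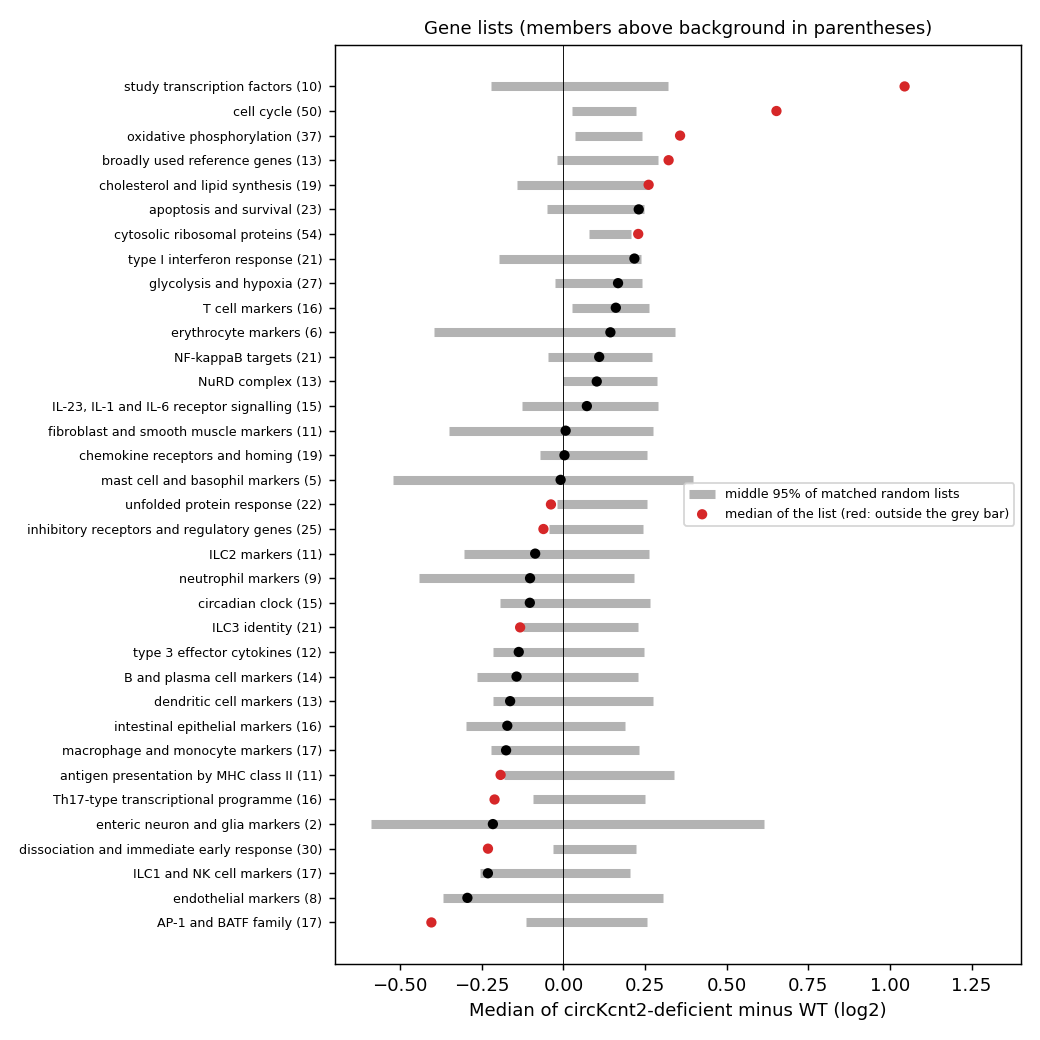
Median difference (circKcnt2-deficient minus WT, log2) of each of 35 gene lists as a point, red where it lies outside the grey bar, which spans the middle 95% of 10000 random lists of the same size matched on level. The study transcription factors (1.05) and cell cycle genes (0.65) lie farthest above their bars, and the AP-1 and BATF family (-0.40) farthest below.

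Markers of other cell types were compared to describe the samples. T cell genes had a median level of 8.82 on the WT array and 8.80 on the circKcnt2-deficient array, and all 16 differed by less than 1.5-fold (median difference 0.16, percentile 61.4). Cd3d was at 8.36 and 8.78, Icos at 7.55 and 8.01, Trat1 at 6.70 and 7.08 and Ubash3a at 5.89 and 6.35. Other members of this fixed list were Cd3e (9.98 and 10.16), Cd4 (9.10 and 9.28), Cd8a (9.65 and 9.71) and Cd8b1 (9.96 and 10.00). These 4 were picked for display after their values were seen. All were far above background on both arrays although the gate excluded lineage-positive cells. Of ILC3 genes, Il7r (7.86 and 7.70), Id2 (8.40 and 8.39), Kit (3.67 and 3.74) and Cxcr6 (3.62 and 3.69) were above background on both arrays, and Rora (2.98 and 2.68) on the WT array alone. The levels of Kit and Cxcr6 were close to that of Sry (3.44 and 3.39) and need not reflect expression. Il1r1 (2.07 and 2.05), Ncr1 (1.11 and 1.47) and Ccr6 (2.65 and 2.52) were below background on both arrays, as was Il23r. These ILC3 genes belong to the fixed ILC3 identity list, but apart from Il23r they were picked for display after their values were seen.

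**Figure D3:**
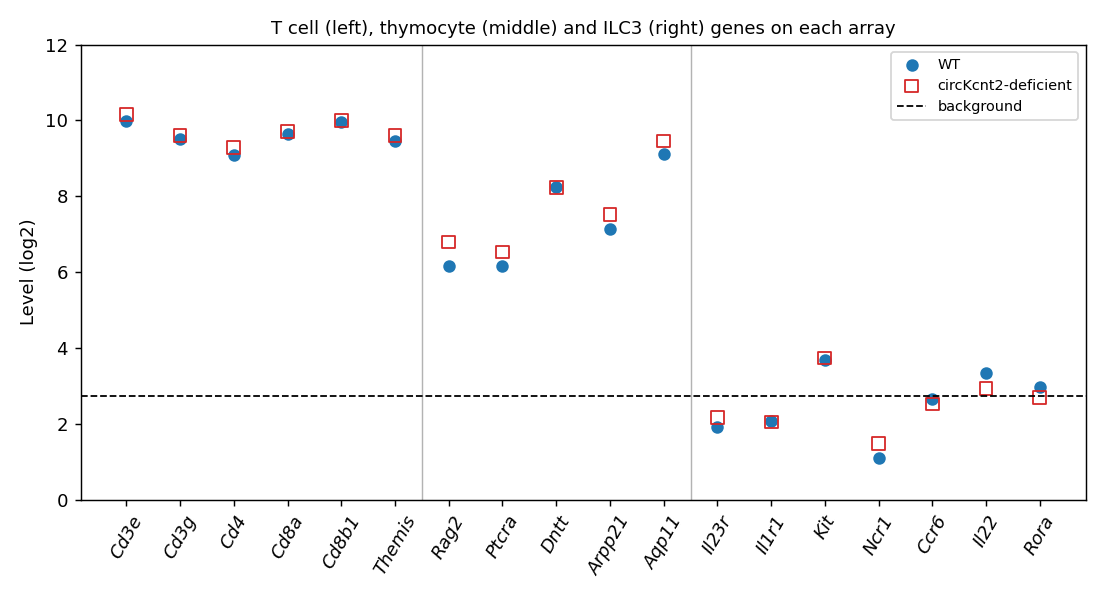
Level (log2) of T cell, thymocyte and ILC3 genes on the WT array (filled circles) and the circKcnt2-deficient array (open squares), with the background level of 2.73 as a dashed line. Levels of different genes also depend on their probes. T cell genes such as Cd8b1 (9.96 and 10.00) lie far above background on both arrays. Il23r (1.91 and 2.16) lies below it, and Kit (3.67 and 3.74) slightly above it.

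None of the remaining cell type lists left the middle 95%. ILC1 and NK cell markers had a median of -0.23 (percentile 4.39), with 5 of 17 at least 1.5-fold lower (4 with values raised to background), among them Klra7 (3.94 and 2.74), Fcgr3 (4.70 and 3.80), Klrc1 and Ccl5 (4.95 and 4.27), and this list lay at percentile 0.44 with the mean (-0.30) and at 1.55 after adding 32 before the logarithm. The median of ILC2 markers was -0.09 (percentile 38.9), with Alox5 at least 1.73-fold lower, Hey1 at -0.62, Ccr8 at 0.60 and Il17rb at 0.39. B and plasma cell markers had a median of -0.14 (percentile 18.2), with Jchain at -2.42, Cd79b at 0.96, Pax5 at least 1.42-fold lower and Derl3 at -0.58. For macrophage and monocyte markers the median was -0.18 (percentile 6.22), with Plac8 at 1.41, Itgam at least 1.58-fold higher, Ly6c2 at -0.62 and Adgre1 at least 1.24-fold lower, and with a stricter floor the list lay at percentile 0.68. Neutrophil markers had a median of -0.10 (percentile 61.8), with Lcn2 and Ngp at least 1.85-fold and 1.51-fold higher and Acod1 and Csf3r at least 1.45-fold and 1.35-fold lower, each of these 4 below background on 1 array. Dendritic cell markers had a median of -0.16 (percentile 5.89), with Ccl22 at 1.56, Fscn1 at 1.35, Naaa at -0.58 and Irf8 at -0.44. The medians of mast cell and basophil markers (-0.01, percentile 70.6), intestinal epithelial markers (-0.17, percentile 20.1), fibroblast and smooth muscle markers (0.01, percentile 66.1), endothelial markers (-0.29, percentile 6.59), erythrocyte markers (0.14, percentile 85.0) and enteric neuron and glia markers (-0.22, percentile 28.4) also lay within it.

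Technical lists and control probe sets differed between the arrays as well. Cytosolic ribosomal protein genes had a median of 0.23 (percentile 99.5), with Rpl39 at 0.64, Rps15a at 0.57, Rps19 at 0.55 and Rpl31 at 0.42, although the mean (0.23) lay at percentile 87.3. Broadly used reference genes had a median of 0.32 (percentile 98.97), with Tfrc at 0.69, Pgk1 at 0.48, Gusb at 0.46 and Hprt at 0.40, and the list lay at percentile 95.7 with the mean (0.29) and at 93.9 after adding 32 before the logarithm. All 24 probe sets of the bacterial poly-A controls, RNAs commonly added before labelling, were lower on the circKcnt2-deficient array, with a median difference of -0.70. The 18 hybridization control probe sets were lower by a smaller amount (median -0.28).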

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

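Probe sets with no gene name entered none of the comparisons. Of 1434 such probe sets above background, 15 were at least 2-fold higher on the circKcnt2-deficient array than on the WT array, the highest by 1.42 (log2), and 14 were at least 2-fold lower, the lowest, below background on the circKcnt2-deficient array, at least 11.8-fold. With values raised to background, a choice made after seeing the data, 6 were higher and 10 lower. Among the 12502 named genes above background, 139 (1.11%) were at least 2-fold higher and 64 (0.51%) at least 2-fold lower. The share of higher probe sets without a name was thus close to that of named genes. The 15 higher ones were singled out because they are signal above the WT array in data outside the report's comparisons. With 1 array per group the difference was not tested.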

How the results depend on the processing

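Lists without Batf, Il17a and Il17f, the GC-matched floor and values raised to background, for the list counts as well, were chosen after seeing the data. The counts moved with the fold threshold and with the treatment of low signals. Against 139 higher and 64 lower genes, there were 3 and 2 after adding 32 before the logarithm, 22 and 6 with the floor at the highest GC-matched control, 958 and 652 at 1.5-fold and 8 and 4 at 3-fold, as fewer or more genes pass by construction. The lower genes numbered 21 with the stricter floor and 33 with values raised to background. The other alternatives gave 101 to 147 higher and 45 to 87 lower genes. Batf ranked 1 among transcription factors under all 7 alternatives run. The differences of Batf and Il17a moved by more than the spread of genes of like level only after adding 32, to 4.35 and 5.78, which compresses low values by construction. Kcnt2 lay below background, and its difference stayed within the spread in the alternatives run. It had no value under the stricter floor. The study transcription factors stayed above all 10000 random lists throughout. ILC3 identity left the called range without a floor (median -0.12, percentile 3.93) and with 5 bins (median -0.13, percentile 2.61), and the cause was not tested. With the mean, type 3 effector cytokines (1.14), whose median lay within the middle 95%, and the Th17-type programme (0.96), whose median lay below it, both lay above all 10000 random lists, since the mean takes in Il17a and Il17f. With the stricter floor the median of the cytokines was 0.15 (percentile 66.2). Cell cycle, oxidative phosphorylation, immediate early and unfolded protein response lists kept their side of the threshold in all 9 alternatives fixed beforehand. Array signal limits what can be said of genes near background.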

Other observations

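The tests of other probe sets for Batf, Il17a and Il17f, of Y-linked genes, and of thymocyte markers against the highest GC-matched control, with its threshold, were chosen only after the results were seen.

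Recombination and pre-T cell receptor genes were well above background on both arrays. Dntt, the template-independent DNA polymerase of antigen receptor joining, was at 8.25 on the WT array and 8.24 on the circKcnt2-deficient array. Rag2, a subunit of the V(D)J recombinase, was at 6.17 and 6.80, and Ptcra, the pre-T cell receptor alpha chain, at 6.17 and 6.53. Arpp21 was at 7.14 and 7.51, Aqp11 at 9.11 and 9.46, Endou at 6.88 and 7.13 and Cd1d1 at 5.57 and 5.28.

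Batf, Il17a and Il17f had differences of 5.01 to 7.31, and the other genes above background on both arrays ran from -2.42 (Jchain) to 1.58 (Ric1), with Uty at least 5.76-fold lower, but no replicate array measures the ordinary spread between samples. IL-17-producing lymphocytes of another kind in the circKcnt2-deficient sample alone should bring their other transcripts. The 11 companion genes above background had a median difference of 0.16 (SD 0.47, highest 0.59), with 7 higher and 4 lower. Among them were Cd163l1 (4.22 and 3.45), Sox13 (4.43 and 4.37), Il17re (2.77 and 3.32) and Ramp1 (7.80 and 8.38). This argues against added cells that carry these transcripts. Whether all IL-17-producing lymphocytes express them was not examined, and no sample known to hold such cells shows that the probes respond. Il23r was below background on both arrays, as were Ccr6 and Il1r1. The latter genes were picked from a fixed list after their values were seen and are not used as support. An error confined to single probe sets or entries cannot be told apart from a real difference, because 0 of the 3 genes had a second probe set and scanner files were not used here. Other assays of the study, not analysed here, found Batf and Il17a higher in circKcnt2-deficient ILC3s too. The Il17a mRNA assay used mice that also lacked Rag1, which the array labels do not name. These assays bear on the direction and not on the size of these entries. For a direct effect, the paper gives other evidence that was not analysed here. It reports circKcnt2 at the Batf promoter, raised Batf transcription without circKcnt2 in a nuclear run-on assay, and Batf at the Il17a promoter. From these 2 arrays a direct effect of genotype on these 3 genes stays open as well, and no test here bears on it.

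T lineage genes were high on both arrays, for which a candidate explanation is CD4 and CD8 double-positive thymocytes among the cells, and the markers for it were listed before their values were seen. All 7 measured were above background on both arrays, but the test fixed for it, their median signal percentile (93.0 on the WT array), ranks different probes and so decides nothing. Mature T cells alone should lack most of these transcripts. On both arrays, 6 of the 7 were above the highest GC-matched control of 5.91 (all but Cd1d1), Rag2 and Ptcra narrowly so on the WT array (6.17 each). This comparison and its threshold were set after the results were seen, so it is no independent test. The values argue against mature T cells alone as the source, although binding of other transcripts to these probes was not examined. A lineage-negative gate would be expected to remove cells with surface CD3 or CD4, none of the 7 markers is in a fixed list, and their expression in ILC3s was not examined. Which cells the arrays hold, and whether the arrays are of the samples their labels name, stays open, and no explanation from genotype was tested, since both arrays show the pattern.

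Cell cycle genes were higher together on the circKcnt2-deficient array. A trend of the difference with signal level should be taken out by the loess correction. The list median was 0.65 before this correction and 0.55 after it, which argues against such a trend as the source. The percentile of 100 (above all 10000 random lists) was no further test, because those lists were already matched on level. The Y-linked genes Uty, Kdm5d and Eif2s3y had a median measured difference of -3.11. All 3 were below background on the circKcnt2-deficient array, where the bounds ran from at least 3.74-fold (Kdm5d) to at least 5.76-fold lower (Uty). A difference in the sex of the animals and genotype thus cannot be told apart with 1 sample each. Genotype and a different share of cycling cells remain open and untested.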
